A study of Arabidopsis thaliana with 9 samples. Its data were reported in "CAN OF SPINACH, a novel long non-coding RNA, affects iron deficiency responses in Arabidopsis thaliana" (2022).

How the data were processed

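RNA-seq of Arabidopsis thaliana shoots (wild type, Col-0) was used to compare 3 iron conditions with 3 samples each, 9 samples in all, grouped by the condition that the GEO labels give. All plants were first grown for 14 days on medium with iron. The +Fe plants stayed on iron throughout. The -Fe plants spent 3 days and then a further 24 h on medium without iron. The Fe resupply plants spent the same 3 days without iron and were then given iron for 24 h.

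Per the study's methods, the authors trimmed paired-end reads with Trimmomatic, mapped them to the TAIR10 genome with HISAT2, assembled and quantified transcripts with StringTie using the TAIR10 annotation, and tested them with edgeR on the Galaxy platform. The deposited tables hold only the authors' own statistics, one table for each pair of conditions, with 55442 transcripts in each. The log2 fold changes are those of the authors, the first-named condition over the second, and they include the small prior count that the authors' edgeR adds, so a fold against a condition at 0 is finite and its size is set by that prior. The average level is the authors' log2 CPM (counts scaled to a common library size) over the libraries of a table. The score in each table is the authors' quasi-likelihood F statistic. The deposited p-value is that of the F test, and the adjusted p-value is Benjamini-Hochberg over all transcripts of the table. The input that the authors gave to edgeR, its normalisation and any filter are not stated. The tables themselves show that low transcripts were not filtered, since 23054 transcripts in -Fe vs +Fe, 23123 in Fe resupply vs +Fe and 23322 in -Fe vs Fe resupply sit at the lowest log2 CPM of their table. The average log2 CPM of one transcript differs between the tables, so each table was fitted and normalised separately on its own pair of conditions.

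No values per sample were used here, so no count test was refitted, and no standard deviation, standard error or n of replicates can be given beside a fold change. The design fixed before the data were examined allowed for either counts or deposited statistics, and the second case applied. A transcript was called past the threshold at an absolute log2 fold change of at least 1 and an adjusted p under 0.05, as in the study's methods. The adjusted p-values were recomputed from the unadjusted ones and differed from the deposited ones by at most 2.06e-13. A transcript changed in -Fe vs +Fe was called a rapid response when the unadjusted p of Fe resupply vs +Fe was above 0.05. The study sets this value without stating whether the p-value is adjusted; the unadjusted reading was fixed before the data were examined, and the adjusted one is an alternative. Shares carry a 95% Wilson interval, which covers counting error only, and raised and lowered transcripts were compared by a two-sided Fisher's exact test. Transcripts are not independent replicates, so that test describes these tables.

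The genes named were chosen by a rule fixed before the data were examined. It takes a list of 34 names from the study (iron genes and the locus AT1G13607 to AT1G13609) and, for each comparison, the 5 transcripts with the smallest adjusted p and the 3 with the largest change in each direction among those past the threshold. The text gives the ones that matter; any other transcript named was chosen after its values were seen. Symbols were matched through a reference gene table of assembly TAIR10.1, in which 29 of the 34 names matched. The other 5 (BTSL1, IMA1, IMA2, IMA3 and FIT) did not match and were left out of the list. Counts for the list therefore cover the 29 names only. Transcripts of unmatched genes may still be counted among all transcripts under their locus names. The median log2 fold change of the list was set among 10000 random lists of the same size, each transcript drawn from the 200 nearest in average level (seed 7). Coordinates are those of the TAIR10.1 annotation, used for names and positions only. The authors used TAIR10, and the tables hold no coordinates, so none were converted; 53219 of the 55442 transcripts have a transcript of the same name in the annotation.

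Mean levels per condition were recovered from the deposited average log2 CPM and log2 fold change by removing the floor of the table, and were summed over the transcripts of a gene where the text speaks of a gene's summed level. Ratios of such sums had 1 CPM added to both sides. Transcripts with a single count in a single library have an average level set by the size of that library, which gave the number and the size of the libraries in each fit. The degrees of freedom of each test were solved from its F and p. By this route the effective library sizes were 987090 to 1267172 counts over the 3 tables. A level of 1 CPM is thus about 1 count per library. The study calls its count data FPKM values, which are length-normalised, where it describes the locus. It does not state which values edgeR was given. Whether these totals are reads or scaled values is thus not stated, so the depth in reads is unknown.

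Alternatives listed before the data were examined were stricter and looser adjusted p, no minimum fold change or one of 2 on the log2 scale, filters on average log2 CPM, Bonferroni adjustment, adjustment over the 3 tables together, genes in place of transcripts, and other criteria of return. Alternatives chosen after seeing the data were libraries taken as identical pairs and a requirement on the gene's summed level. The steps were tested on simulated data. Among 55442 simulated p-values with 200 changed, the adjustment recovered 100% of the changed ones, with 6.54% false calls. Levels of 23443 transcripts were recovered with a median absolute log2 error of 0.000932. Of 100 lists without a shift 2 fell above the 95th percentile, and of 100 shifted lists 100 did. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Small RNA, mutant and physiological measurements of the study were not analysed here.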

Results

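Transcripts of Arabidopsis shoots were measured by RNA-seq under iron sufficiency (+Fe), iron deficiency (-Fe) and 24 h of iron resupply after deficiency (Fe resupply), with 3 samples per condition. The data are 3 tables, 1 for each pair of conditions, in which the authors give a log2 fold change, an average log2 CPM and an edgeR quasi-likelihood p-value for each of 55442 transcripts. The tables are of the authors' making and hold no error or replicate value for a single transcript, so each difference is judged by the adjusted p of the authors' test. The fits appear to have held 6 libraries per condition and not 3, as described under the results flagged for a closer look. If these were repeats of the same samples, the p-values count them as independent and fewer transcripts would pass. The effective library sizes that the tables imply lie between 987090 and 1267172 counts. Whether these totals are reads or values scaled to a common total is not stated. With them, 23054 transcripts of the -Fe vs +Fe table were at 0 in every library.

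The comparison of -Fe with +Fe asked which transcripts respond to iron deficiency in shoots. In the authors' deposited table, 73 transcripts of 73 genes passed the threshold, of which 43 were raised and 30 were lowered in -Fe. The median absolute log2 fold change of these 73 was 1.65. At an adjusted p under 0.05 with no minimum fold change there were 107 transcripts, and 3505 had an unadjusted p under 0.05. The alternative that moved the count most among those chosen before the data were examined was a minimum log2 fold change of 2, which left 27 transcripts. A further setting, in which the libraries of each fit were taken as identical pairs, left 0 past the threshold with 352 at an unadjusted p under 0.05.

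Among the raised transcripts, the smallest adjusted p belonged to CGLD27 (AT5G67370.1, chromosome 5, 26877272 to 26879639, minus strand, 7 exons), which encodes a DUF1230 family protein, with a log2 fold change of 2.00 and an adjusted p of 1.97e-06 in the authors' deposited table. The uncharacterized protein gene AT2G14247 (chromosome 2, 6034282 to 6035375, plus strand) had a log2 fold change of 4.69 and an adjusted p of 1.97e-06 in the authors' deposited table. The copper/zinc superoxide dismutase gene CSD1 (AT1G08830.1, chromosome 1, 2827060 to 2829315, plus strand) was raised by 3.23 on the log2 scale with an adjusted p of 9.05e-06 in the authors' deposited table. The largest log2 fold change past the threshold in the authors' deposited table, 8.54 (adjusted p = 0.00363), was that of AT4G36700.1, a cupin superfamily transcript on chromosome 4 at 17298200 to 17300367. That transcript is listed at 0 in +Fe, so the size of its fold is set by the prior count. The same holds for the lncRNA AT1G07367.1 (chromosome 1, 17388989 to 17389500), with a log2 fold change of 7.53 and an adjusted p of 0.00455 in the authors' deposited table.

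Among the lowered transcripts, AT2G36885.1, annotated as a translation initiation factor (chromosome 2, 15482003 to 15483788), had a log2 fold change of -6.95 with an adjusted p of 0.0270 in the authors' deposited table. HA6, a proton ATPase gene (AT2G07560.1, chromosome 2, 3169908 to 3174102), had a log2 fold change of -6.78 and an adjusted p of 0.0345 in the authors' deposited table. Both are listed at 0 in -Fe, so these folds too are set by the prior count. NEET, which encodes an iron-sulfur protein (AT5G51720.1, chromosome 5, 21009347 to 21010345, plus strand), was present in both conditions and had a log2 fold change of -5.16 with an adjusted p of 0.0138 in the authors' deposited table. PORB, a protochlorophyllide oxidoreductase gene (AT4G27440.1, chromosome 4, 13725546 to 13727440), fell by 1.02 on the log2 scale with an adjusted p of 4.97e-05 in the authors' deposited table.

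Of the fixed list of iron genes, 29 names matched, with 54 transcripts, of which 12 were at the floor of the -Fe vs +Fe table. Of these genes 11 passed the threshold, 8 raised and 3 lowered, in the authors' deposited table. With the adjustment made over the 54 transcripts of the list alone, 20 genes passed. The list holds genes that the study itself named from these data, so neither count is an independent test, and the same holds for the median. The median log2 fold change of the list was 0.85, above all of the 10000 random lists matched on level (percentile 100). Bonferroni adjustment over the whole table left 7 genes.

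The raised genes of the list included 3 bHLH transcription factor genes of the iron deficiency response. In the authors' deposited table, bHLH39 (AT3G56980.1, chromosome 3, 21086390 to 21087710, minus strand) had a log2 fold change of 6.53 and an adjusted p of 0.000831. Its neighbour bHLH38 (AT3G56970.1, chromosome 3, 21084035 to 21085245) had a log2 fold change of 4.84 and an adjusted p of 0.00554 in the authors' deposited table. For bHLH100 (AT2G41240.1, chromosome 2, 17198037 to 17199454) the log2 fold change was 5.74 and the adjusted p was 0.00108 in the authors' deposited table. These genes are related in sequence, and the division of reads between them rests on the authors' quantification, so the single values are less certain than the rise of the group. The E3 ligase gene BTS (AT3G18290.1) was raised by 2.09, the transporter genes OPT3 (AT4G16370.1) by 1.72, ZIF1 (AT5G13740.1) by 1.76 and NRAMP4 (AT5G67330.1) by 1.36, and the nicotianamine synthase gene NAS4 (AT1G56430.1) by 2.29 on the log2 scale in the authors' deposited table, with adjusted p-values from 0.000277 for OPT3 to 0.0108 for NAS4. Besides NEET, the lowered genes were NYC1 (AT4G13250.1) at a log2 fold change of -2.22 (adjusted p = 0.000833) and HEMA1 (AT1G58290.1) at -2.19 (adjusted p = 0.0013) in the authors' deposited table.

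Several genes of the list moved by more than 1 on the log2 scale without passing. The ferritin gene FER1 (AT5G01600.1) had a log2 fold change of -3.21 with an adjusted p of 0.117 in the authors' deposited table. PYE (AT3G47640.1) had 1.62 with an adjusted p of 0.461, and bHLH101 (AT5G04150.1) had 2.66 with an adjusted p of 0.152, as log2 fold changes in the authors' deposited table. The most abundant transcript of FSD1, an iron superoxide dismutase gene (AT4G25100.2, chromosome 4, 12884300 to 12887011), had -4.75 with an adjusted p of 0.0865 in the authors' deposited table.

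**Figure D1:**
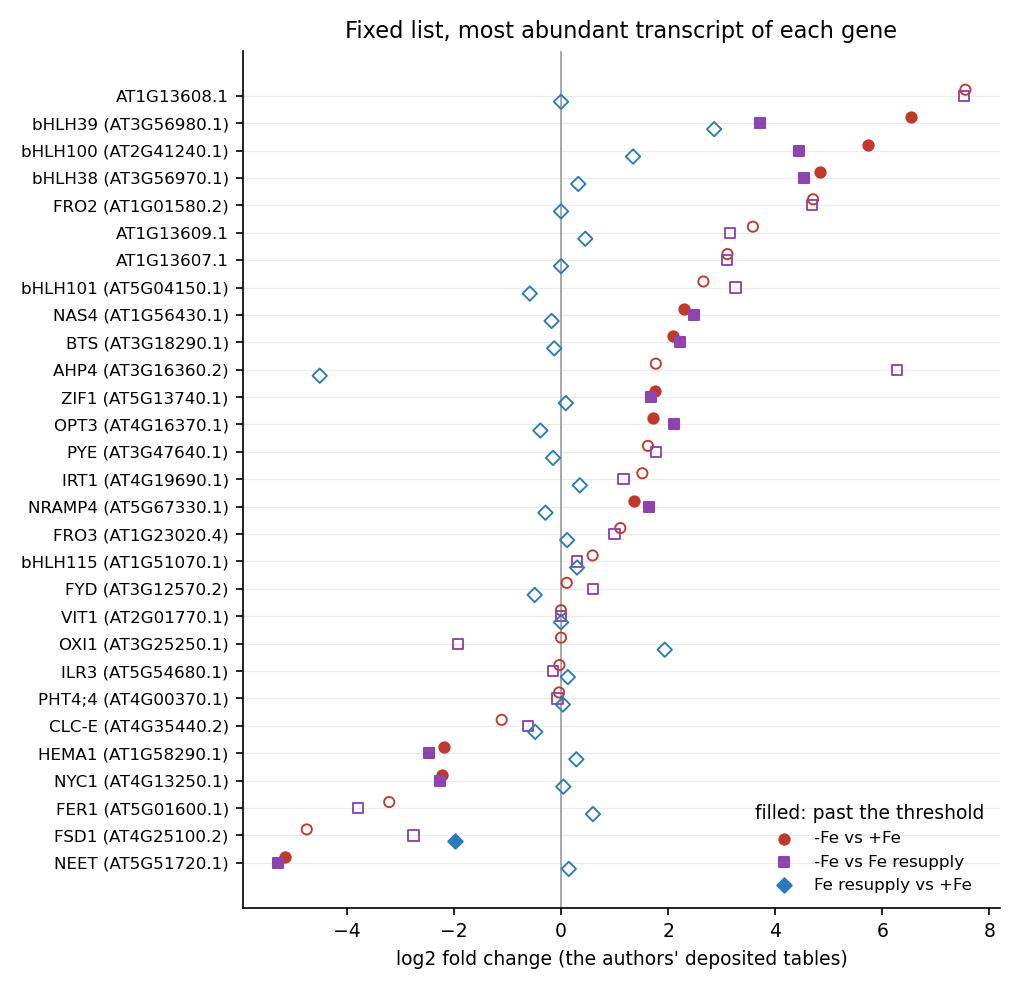
Log2 fold change (x axis) of the most abundant transcript of each of the 29 matched genes of the fixed list in the 3 comparisons of the authors' deposited tables, with filled symbols where the transcript passed the threshold. The -Fe vs +Fe values run from -5.16 for NEET to 7.55 for AT1G13608.1, while most Fe resupply vs +Fe values lie near 0; VIT1 is at the floor in all 3 tables.

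At the locus of 3 defensin-like genes on chromosome 1, all on the plus strand, no transcript passed the threshold in any comparison, while 3 of the 4 had an unadjusted p under 0.05 in -Fe vs +Fe. AT1G13607 lies at 4660778 to 4661331, AT1G13608 at 4661682 to 4662428 and AT1G13609 at 4662698 to 4663253, and each of the annotated transcripts has 2 exons. AT1G13608.1 had a log2 fold change of 7.55 in -Fe vs +Fe with an adjusted p of 0.324 and an unadjusted p of 0.00169 in the authors' deposited table. Its log2 fold change in -Fe vs Fe resupply was 7.53 with an adjusted p of 0.269 in the authors' deposited table. It is listed at 0 in both +Fe and Fe resupply, so these folds are set by the prior count. The mean level recovered for -Fe was 20.6 CPM. AT1G13609.1 had a log2 fold change of 3.58 in -Fe vs +Fe (adjusted p = 0.596) and 3.15 in -Fe vs Fe resupply (adjusted p = 0.703) in the authors' deposited table. Its recovered levels were 88.9 CPM in -Fe, 7.42 CPM in +Fe and 9.70 CPM in Fe resupply; the tables were normalised separately, so the last of these is only roughly comparable. AT1G13607.1 reached 0.765 CPM in -Fe and is listed at 0 in the other conditions. The study reports that the iron-regulated reads of this locus mostly did not come from the plus strand. It describes an unannotated, iron-regulated transcript on the minus strand, at much higher levels than the annotated transcripts. AT1G13609.2 was recovered at 0 CPM in -Fe here. In the study it is the highest of the annotated transcripts. The cause of this difference was not tested. The tables do not say whether reads were assigned by strand. It is thus not known whether the values above include reads from the minus strand. The rises therefore cannot be credited to the annotated genes with certainty. The minus-strand transcript of the study was not analysed here.

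**Figure D2:**
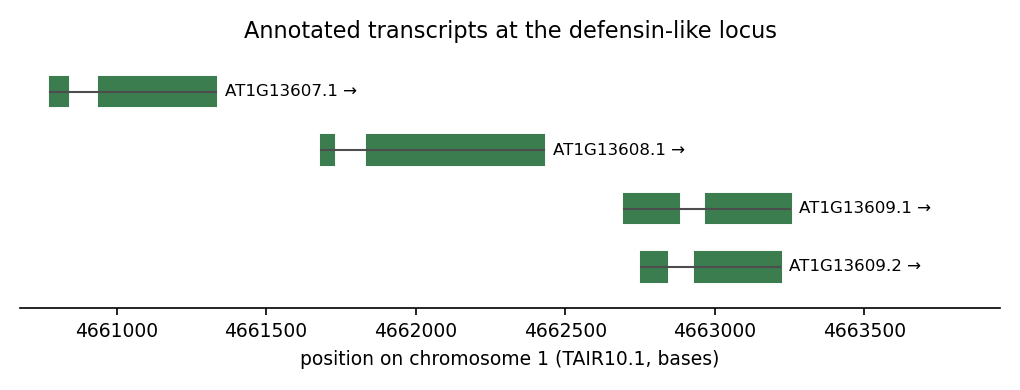
Annotated transcripts AT1G13607.1, AT1G13608.1, AT1G13609.1 and AT1G13609.2 on chromosome 1 (x axis, position in bases, TAIR10.1), with boxes for exons, lines for introns and arrows for the strand. Each has 2 exons, and together they span 4660778 to 4663253.

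The comparison of Fe resupply with +Fe asked what differed from iron sufficiency after 24 h of resupply. The threshold was passed by 5 transcripts of the authors' deposited table, 2 raised and 3 lowered, with 12 at an adjusted p under 0.05 and 2951 at an unadjusted p under 0.05. CSD1 was raised with an adjusted p of 7.66e-05 in the authors' deposited table, and the summed level of its gene rose by 3.13 on the log2 scale. A further copper/zinc superoxide dismutase gene, CSD2 (AT2G28190.1, chromosome 2, 12014412 to 12016569, plus strand), had a log2 fold change of 4.60 and an adjusted p of 0.00113 in the authors' deposited table. The nitrate transporter transcript NRT2.7 (AT5G14570.1) had a log2 fold change of -1.04 (adjusted p = 0.0286), the plastid transcript ATCG00270.1 one of -1.45 (adjusted p = 0.0286) and FSD1 (AT4G25100.2) one of -1.99 (adjusted p = 0.0494) in the authors' deposited table. With no minimum fold change the count was 12, and the 7 further transcripts were chosen for mention after their values were seen. The copper chaperone transcript CCH (AT3G56240.1) had a log2 fold change of -0.75, and the other 6 were raised, from 0.58 for AT5G14120.1 to 0.81 for the sugar transporter STP1 (AT1G11260.1), in the authors' deposited table. None of these 6 had an adjusted p under 0.05 between -Fe and +Fe (2 had an unadjusted p under 0.05), and their log2 fold changes ran from -0.31 for BGAL1 (AT3G13750.1, adjusted p = 0.251) to 0.25 for AT4G29905.1 (adjusted p = 0.723) in that comparison of the authors' deposited table.

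The comparison of -Fe with Fe resupply tested directly what 24 h of iron changed. Here 75 transcripts of 74 genes passed the threshold in the authors' deposited table, 42 higher and 33 lower in -Fe, with 138 at an adjusted p under 0.05 and 3662 at an unadjusted p under 0.05. Of these, 51 also passed in -Fe vs +Fe, all 51 in the same direction, with 32 raised and 19 lowered in -Fe. The -Fe libraries enter both comparisons, which favours a common direction, so the shared direction is not a separate test. The smallest adjusted p of the authors' deposited table, 1.51e-05, was shared by several transcripts, among them PORB with a log2 fold change of -1.19 and the RelA/SpoT homologue RSH2 (AT3G14050.1, chromosome 3, 4650714 to 4654046) with 1.93. For CSD1 and CSD2 the log2 fold changes of this comparison were 0.03 and -0.04 in the authors' deposited table, with an adjusted p of 1 for each. Of the fixed list, 12 genes passed, among them FRO3 through the transcript AT1G23020.6 with a log2 fold change of 7.31 (adjusted p = 0.0235) in the authors' deposited table. The most abundant FRO3 transcript, AT1G23020.4, did not pass, with a log2 fold change of 0.997 and an adjusted p of 0.395 in the authors' deposited table. The microtubule-associated protein transcript AT5G55230.1 (MAP65-1, chromosome 5) passed with a log2 fold change of 7.46 and an adjusted p of 0.0339 in the authors' deposited table, while the summed level of its gene changed by 0.12.

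The criterion of rapid response was then applied to the 73 transcripts changed in -Fe vs +Fe, to ask whether raised and lowered transcripts return alike. Among the raised transcripts 37 of 43 (86.0%, 95% Wilson interval 72.7 to 93.4%) had an unadjusted p above 0.05 in Fe resupply vs +Fe. Among the lowered transcripts 22 of 30 did (73.3%, 95% Wilson interval 55.6 to 85.8%). The difference was not significant by the two-sided Fisher's exact test (odds ratio 2.24, p = 0.230). The odds ratio reversed to 0.685 when return was called by an absolute log2 fold change under 1. An unadjusted p above 0.05 does not show a return on its own: 3 of the 37 raised and 1 of the 22 lowered rapid transcripts still differed by at least 1 on the log2 scale from +Fe. Nor does a p at or under 0.05 show that none occurred: 1 of the 6 other raised transcripts and 2 of the 8 other lowered ones, PORB and HEMA1, had gone past the +Fe level. The 8 also included the plastid transcripts ATCG00270.1, ATCG00420.1 and ATCG00430.1 and the mitochondrial ATMG00020.1. The shift of plastid transcripts could not be told apart from carry-over of RNA without a poly(A) tail. It may therefore have lowered the share of 73.3%. The median log2 fold change of the raised transcripts was 1.76 in -Fe vs +Fe and 0.09 in Fe resupply vs +Fe. For the lowered transcripts these medians were -1.54 and 0.02. Of the raised transcripts 32, and of the lowered ones 19, also passed the threshold in -Fe vs Fe resupply in the same direction. That comparison shares the -Fe libraries, so these counts are not independent of the first comparison.

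**Figure D3:**
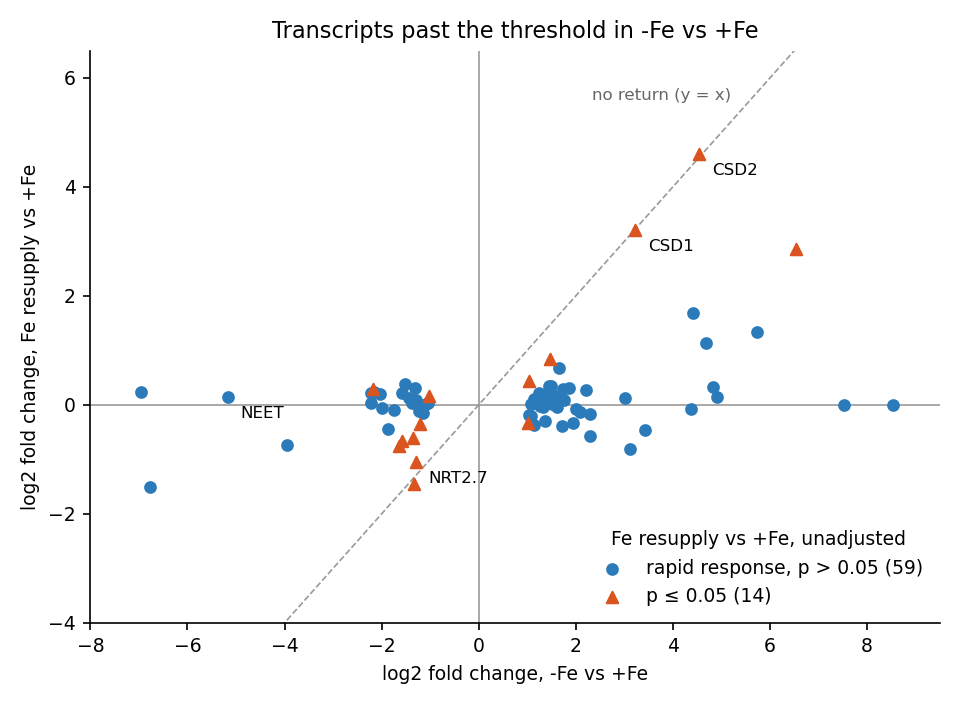
Log2 fold change in Fe resupply vs +Fe (y axis) against that in -Fe vs +Fe (x axis) for the 73 transcripts past the threshold in -Fe vs +Fe, with circles for the rapid responses (unadjusted p above 0.05), triangles for the others and a dashed line where nothing has returned. Most points lie near 0 on the y axis, whereas CSD1 and CSD2, the latter at 4.60, lie on the dashed line.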

Values the study reported

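The study reported 239 transcripts changed by iron deficiency in shoots, 154 of them higher and 85 lower. By its criterion, 73 of the 154 higher transcripts, roughly 50%, responded rapidly to resupply. For the lower transcripts it gave 21 of 85, about 25%.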

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

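All tests of this part were chosen only after the result was seen. The labels give 3 samples per condition, so each comparison of a pair of conditions would be fitted on 6 libraries. A transcript with a single count in a single library has an average level set by the size of that library, so the number of distinct levels among such transcripts counts the libraries. There were 12 distinct levels in the -Fe vs +Fe table, 12 in the Fe resupply vs +Fe table and 12 in the -Fe vs Fe resupply table, 6 for each condition. The levels rest on 1144, 1131 and 1123 transcripts in these tables. The simulated table made from 12 libraries also gave 12 levels. The details lie outside the comparisons between conditions, which is why they are given here.

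The degrees of freedom solved from the F and p of the -Fe vs +Fe table give a separate reading of the same number. Transcripts at 0 throughout 1 condition lost 5 residual degrees of freedom, from 13.96 to 8.96, which is what 6 libraries per condition give and not what 3 per condition give. Of the 3505 transcripts of that table with an unadjusted p under 0.05, 1851 had this lower number. Each fit therefore held 6 libraries per condition as far as both readings go.

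What the 12 libraries were is less clear. If the paired reads of each fragment had been entered as separate libraries, rare transcripts would be shared by libraries of neighbouring size. Of 209 transcripts with 1 count in each of a pair of libraries of one condition, 53 (25.4%, 95% Wilson interval 19.9 to 31.7%) were in libraries of neighbouring size, where chance gives 20%. The share ran from 16.7 to 30% over the conditions of the 3 tables. The test assumes that the libraries of paired reads neighbour in size, so on its own it does not exclude this explanation. Another count argues against it for rare transcripts. Of those with 2 counts in total within one condition, 86.0% had both counts in the same library. Paired reads entered as separate libraries would put such counts in different libraries. These transcripts lie near the floor, and whether the counts are reads was not settled. If each sample had been sequenced in 2 runs, library sizes could fall into tight pairs. Gaps inside pairs took 44.4% of the range, less than random sizes gave on average (permutation p = 0.0951 over 100000 draws). The pattern therefore cannot be told apart from paired runs. The sizes alone do not decide about paired reads. No biological explanation was tested, because the labels give none for a doubled number of libraries. If the libraries were repeats of the same samples, the p-values of the tables would count technical repeats as independent, and fewer transcripts would pass.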

How the results depend on the processing

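Settings were chosen before the data were examined, except for identical pairs of libraries and the requirement on the gene sum, which were chosen after seeing the data. In -Fe vs +Fe, the 73 transcripts became 27 at a minimum log2 fold change of 2 and 32 under Bonferroni adjustment; under the other settings made beforehand the count ran from 52 to 107. In Fe resupply vs +Fe, the 5 transcripts became 2 at an adjusted p under 0.01, 2 at a minimum of 2, 2 under Bonferroni adjustment and 12 with no minimum, and ran from 5 to 7 otherwise, with 7 when the 3 tables were adjusted together. In -Fe vs Fe resupply, the 75 became 138 with no minimum, 27 at a minimum of 2 and 21 under Bonferroni adjustment, and ran from 50 to 96 otherwise. The filter at an average log2 CPM of 0 lies under the floor of every table and removes nothing, so it shows no stability. Requiring the gene sum to change by at least 1 gave 71, 5 and 69 transcripts in the same order.

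If the 12 libraries of each fit are taken as 6 samples entered as identical pairs, with F multiplied by 0.4 and its degrees of freedom lowered to match, 0 transcripts pass in each comparison. At an unadjusted p under 0.05 there were then 352, 123 and 428 transcripts in -Fe vs +Fe, Fe resupply vs +Fe and -Fe vs Fe resupply. This is an extreme case, since repeats that differ by counting noise would lose less, and the libraries of these tables were not identical.

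The share of rapid responses among raised transcripts rose to 95.3% when return was called by an adjusted p of at least 0.05, and fell to 74.4% when return was called by passing the threshold in -Fe vs Fe resupply. The share among lowered transcripts rose to 93.3% when return was called by an adjusted p of at least 0.05, to 90% when return was called by an absolute log2 fold change under 1, and to 88.9% among transcripts with a change of at least 2. It fell to 57.9% among transcripts at an adjusted p under 0.01, 61.5% under Bonferroni adjustment and 63.3% when return was called in -Fe vs Fe resupply, each inside the interval of the report. The odds ratio of raised against lowered reversed to 0.685 by the fold criterion (Fisher's exact p = 0.728) and to 0.625 at a minimum of 2 (Fisher's exact p = 1). At an adjusted p under 0.01 it was 4.07 (Fisher's exact p = 0.0466), the 1 setting in which it passed; the exact p ran from 0.0884 to 1 elsewhere. The cause of these moves was not tested. The count of the iron list became 7 genes under Bonferroni adjustment and ran from 8 to 12 under the other settings that adjust over the whole table; adjusted over the list alone it was 20.

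Of the 47 results past the threshold that the naming rule gives, 24 lost it under Bonferroni adjustment, 9 at an adjusted p under 0.01 and 15 at a minimum of 2. These settings move only the cutoff. Summing the other comparisons moved no log2 fold change of the 20 in -Fe vs +Fe by more than 0.049, which follows largely from arithmetic and shows no stability.

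No paired analysis was possible because the tables hold no values per sample. For the same reason DESeq2, the filterByExpr filter, the replicate block and the fits leaving out each replicate were not run, and other splits of the samples could not be counted. With libraries of 987090 to 1267172 counts, 1 CPM is about 1 count per library, so transcripts near that level rest on few counts, if these totals are reads; whether they are was not settled.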

Other observations

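Except for the held-out copper list, the shared +Fe error and the spread of plastid transcripts, the tests of this part were chosen only after the result was seen. With the study's own criteria, 73 transcripts were past the threshold in -Fe vs +Fe. That is lower than the value quoted from the study above. The raised transcripts numbered 43. That is lower than the value quoted from the study above. The lowered transcripts numbered 30. That is lower than the value quoted from the study above. Rapid responses were 37 among the raised transcripts. That too is lower than the value quoted from the study above. Among the lowered transcripts they were 22. That is close to the value quoted from the study above. The shares of rapid responses were 86.0% and 73.3% among raised and lowered transcripts. Both are higher than the values quoted from the study above. The cause of these differences was not tested.

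The libraries implied by the tables held 987090 to 1267172 counts, close to the total that scaled values such as CPM would give. Had length-normalised values been tested, long transcripts would vary less than short ones at the same level. The spread of log2 fold changes in short over long transcripts had a median ratio of 1.08 over 12 classes of level and comparison (0.970 to 1.23), against 1.55 expected under length normalisation if counting were the only source of spread. The spread was 1.57 to 2.12 times what counting alone gives, and such extra variation draws the ratio toward 1 with either kind of value, so length-normalised input cannot be ruled out by this test. Level and length correlated across 12398 transcripts of single-transcript genes (Spearman rho 0.452); transcripts are not independent replicates. Of the transcripts decoded as 2 counts in total within one condition, 86.0% had both counts in the same library, where chance gives 16.7%.

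Very large fold changes lay mostly in genes with several isoforms. Summed over the 3 comparisons, 2087 entries had an absolute log2 fold change of at least 5 with an unadjusted p under 0.05. An entry is 1 transcript in 1 comparison, so the same transcript can be counted more than once. Of these entries, 2012 belonged to genes with more than 1 transcript. In 91.5% of the 2087 the summed level of the gene changed by less than 1 on the log2 scale. A candidate explanation is that the quantification moved reads between isoforms of one gene. A change of isoform use by iron cannot be told apart from it, since only 3 of the 1909 entries with a flat gene sum passed the threshold. In -Fe vs Fe resupply, MAP65-1 AT5G55230.1 was recovered at 71.1 CPM in -Fe and 0.404 CPM in Fe resupply, while AT5G55230.2 went from 1.17 to 55.7 CPM and the gene sum changed by 0.12. AT4G32660.4 (AME3) and AT2G01350.1 (QPT) are the other examples, with log2 fold changes of 7.41 and 6.42 in the authors' deposited table against gene sums of 0.33 and 0.06. Among transcripts past the threshold, 2 of 73 in -Fe vs +Fe, 0 of 5 in Fe resupply vs +Fe and 6 of 75 in -Fe vs Fe resupply had a flat gene sum.

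Both copper/zinc superoxide dismutase transcripts stayed high after resupply, and the copper chaperone transcript CCH stayed low. In the authors' deposited tables CCH had log2 fold changes of -0.72 in -Fe vs +Fe and -0.75 in Fe resupply vs +Fe, and 0.03 in -Fe vs Fe resupply. The copper transporter COPT2 went the same way, with -0.95 and -1.13 and adjusted p-values of 0.338 and 0.813 in the authors' deposited tables. The summed level of CCS rose by 2.53 in -Fe vs +Fe and 2.54 in Fe resupply vs +Fe. No CCS transcript had an adjusted p under 0.05. Reads moved between isoforms were rejected as the source for CSD1 and CSD2. CSD2 has 1 transcript in the tables, and the other CSD1 transcript (AT1G08830.2) is at 0 in every condition. Their gene sums, which rose by at least 3.13 in Fe resupply vs +Fe, thus restate the transcript changes. The +Fe values enter both comparisons, and the authors' tests already include the spread among the +Fe libraries, so an error there would have to be common to all of them. Across 2813 transcripts the log2 fold changes that share +Fe correlated with r = 0.324, those that share Fe resupply with r = 0.331 and those that share -Fe with r = 0.785, where noise alone gives 0.5; transcripts are not independent. These values show no excess for +Fe, but a response in -Fe alone lowers the r of +Fe, so they do not exclude such an error in single genes. A hypothesis is that the copper status of the shoot changed and had not returned within 24 h. A list of 13 other copper genes was written before any of them was looked at; 11 matched and 9 were detected. In Fe resupply vs +Fe 6 of the 9 moved in the direction that copper would give, and their signed median lay at percentile 83.8 of matched lists, short of the 95 set beforehand. In -Fe vs +Fe 7 of 9 did, at percentile 97.4. At an unadjusted p under 0.05 there were 3 of the 9 in Fe resupply vs +Fe. Of these, ARPN and YSL2 went in the copper direction, with log2 fold changes of 5.82 and -1.68. In -Fe vs +Fe there were 5, and 4 of them (ARPN, YSL2, FRO4 and MIR398C) went in that direction. MIR408, for which copper would give a fall, went the other way in the authors' deposited tables, with log2 fold changes of 3.26 in -Fe vs +Fe and 3.52 in Fe resupply vs +Fe and unadjusted p-values of 0.0332 and 0.0411; it is listed at 0 in +Fe, so these folds are set by the prior count. The pattern may reflect copper, but this test leaves it open.

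Plastid transcripts were lower in -Fe. Of 28 plastid transcripts with an average log2 CPM of at least 5, 28 had a log2 fold change below 0 in -Fe vs +Fe. Their median was -0.40, below every matched list of nuclear transcripts (percentile 0). Of the 28, 17 had an unadjusted p under 0.05 and 3 passed the threshold. In Fe resupply vs +Fe the median was -0.28, also below every matched list (percentile 0). There 23 of 28 were below 0, 15 had an unadjusted p under 0.05 and 1 passed the threshold. In -Fe vs Fe resupply the median was -0.10, at percentile 4.08. There 24 of 28 were below 0, 3 had an unadjusted p under 0.05 and 0 passed the threshold. In the authors' deposited table ATCG00420.1 and ATCG00430.1 had log2 fold changes of -1.64 and -1.57 in -Fe vs +Fe, with adjusted p-values of 0.000531 and 0.000505. A fall of plastid transcripts under iron deficiency is consistent with these values. Plastid RNA mostly lacks a poly(A) tail, and a different carry-over of such RNA would shift all of them together. In -Fe vs +Fe their spread lay at percentile 54.5 of matched nuclear lists, as a common shift would give. The spread lay at percentile 91.8 in Fe resupply vs +Fe and 1.3 in -Fe vs Fe resupply, so the comparisons differ in this respect, and the pattern cannot be told apart from carry-over. The 2 mitochondrial transcripts above that level had a median of -0.94 in -Fe vs +Fe.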
